A study of Mus musculus with 8 samples.

How the data were processed

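RNA of epididymal white adipose tissue was extracted from 4 WT and 4 miR-181 knockout mice after 12 weeks of high fat diet. Per the labels' protocols, polyA libraries were made with a stranded TruSeq kit and read as 75-base single ends on a NextSeq550. Per the submitters' processing notes, the tools were Trimmomatic, TopHat2, featureCounts and limma with the mouse build mm9, and their versions and settings are not given in the sources used here. The authors deposited one table of voom log2 CPM values for 16505 genes in the 8 samples, keyed by gene symbol. The filter that left these genes is not given in the sources used here, but every gene had a read in at least 2 libraries. All columns were matched to samples by their titles.

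The deposited log2 values were examined before any test. They equal the log2 of CPM with 0.5 added to each read count and 1 to each library total, so that whole reads and library totals could be worked out from the smallest value of each column. All values (100%) came out within 0.01 read of a whole number. Libraries were scaled only to their own totals, with no further factor, and the listed genes held 99.8% to 99.9% of each total. Depth differed widely between the libraries (3736881 to 76838584 reads), so a gene at the filter limit rests on few reads in the shallow libraries.

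The main comparison was fixed before the data were examined. It used limma 3.58.1 in R 4.3.3 with lmFit and eBayes with a mean-variance trend on the log2 values, with group as the only term. Genes with a mean of at least 0 log2 CPM over all 8 samples were tested (13797 genes), two-sided, with Benjamini-Hochberg adjustment at 0.05. The 38 gene lists were also fixed beforehand. Those with at least 5 tested members (37 lists) were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. The inflammatory list was the only one to pass with an estimated correlation, while 9 higher and 9 lower lists passed with the preset one and 11 and 10 with fry. Counts adjusted over the list alone apply the Benjamini-Hochberg step to the members of a list.

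Genes were named by a rule fixed beforehand. It takes the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap, leaving out predicted and unnamed genes, then up to 4 members of each list with the smallest p, and a fixed set of adipose, insulin and inflammation genes. One gene of the fixed set is not reported here. Acp5, Pgd, Cpt1a, Arntl, Foxp3, Klrg1 and Il10 were added after their values were seen. Gene names were used as the table gives them, and no genome positions are given because the annotation at hand is of another build. The seed test took the longest annotated 3′ UTR of each gene in GENCODE mouse release M21, matched by symbol for 93.2% of tested genes, and compared genes with and without TGAATGT by camera and by rank among the 210 heptamers of the same base composition.

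The scripts were tested on simulated reads for 14281 genes with the real means and library totals of the knockout and WT comparison, a dispersion of 0.0232 and 200 changed genes. Of the 96 retained genes changed 2-fold 93.8% were recovered, and of the 98 changed 4-fold 100%. Among unchanged genes 13 were called. These rates hold for that dispersion and 200 changed genes, while 5353 genes passed the threshold in the data.

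Alternatives fixed beforehand were a log2(CPM + 1) transform, no filter and a stricter filter at 2, median centring, quantile normalization, no variance trend, a robust fit, vooma weights, array weights, the replicate number as a block, other seed definitions and leaving out each library. Alternatives added after the data were seen were voom on the whole reads with median-ratio size factors, reads thinned to the smallest library, leaving out Rn18s, Rn28s1 and Lars2, leaving out the 3 libraries with over 1% epididymis reads, the epididymis level as a covariate and the ribosomal RNA class (over 1% of reads) as a covariate. Lars2 was included because its value followed the ribosomal RNA genes across the libraries. Plots were drawn with matplotlib 3.10.9.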

Results

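Messenger RNA was measured in epididymal white adipose tissue, the visceral fat depot attached to the epididymis of male mice, from C57BL/6 mice kept on a high fat diet for 12 weeks. The 8 libraries came from 4 wild-type (WT) mice and 4 mice with a double knockout of miR-181, called the knockout here (DKO in the plots). A microRNA is a short RNA that pairs through its seed, the bases near its 5′ end, with sites in messenger RNAs and lowers their level or translation. Several loci encode miR-181 microRNAs with a shared seed, and the labels do not name the deleted ones. The comparison asks how fat tissue gene expression under a high fat diet differs with this deletion, in a study concerned with the microbiota, adipose inflammation and obesity. Values are log2 CPM (read counts scaled to the total of each library), and group values are means ± SD with n = 4. Changes are log2 fold changes, knockout minus WT, ± SE from limma. The labels do not state litter or housing, so p-values measure the spread between these 8 samples.

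The whole-read totals behind the libraries ran from 3736881 in knockout replicate 1 to 76838584 in knockout replicate 2. The WT libraries held 4081597, 15410736, 6790005 and 5872136 reads, and knockout replicates 3 and 4 held 36319777 and 20336161. One read was worth 0.268 CPM in the shallowest library and 0.0130 CPM in the deepest. The libraries also split by the 18S and 28S ribosomal RNA genes Rn18s and Rn28s1. These took 11.5%, 3.08% and 5.85% of reads in WT replicates 1, 3 and 4 and 4.94% in knockout replicate 1. In the other 4 libraries (WT replicate 2 and knockout replicates 2, 3 and 4) they took 0.0916%, 0.334%, 0.144% and 0.157%. Values within these classes are given below in that order, first the class with more ribosomal RNA (3 WT and 1 knockout) and then the class with less (1 WT and 3 knockout). One group in each class is a single library, so these values carry no error.

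Transcripts of the epididymis itself exceeded 1% of reads in some libraries of both groups. A list of 21 epididymis markers took 1.68% of reads in WT replicate 2, 2.92% in knockout replicate 2 and 1.35% in knockout replicate 4, against at most 0.00739% in the other 5 libraries. Gpx5, an epididymal glutathione peroxidase, alone reached 1.02% of reads in knockout replicate 2. None of the 20 tested markers passed the threshold between the groups in limma, 0 also at an unadjusted p under 0.05, and their median change was 2.61 over all libraries but −0.90 and −2.80 within the classes. Red blood cell markers took 0.172% and 0.548% of reads in knockout replicates 3 and 4 and at most 0.0348% elsewhere. Wilson 95% intervals reached at most 0.0310 percentage points from any of these ribosomal RNA shares, 0.00642 points from the epididymis shares, 0.00386 points from the Gpx5 shares and 0.00321 points from the red blood cell shares. They cover counting error only.

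**Figure D1:**
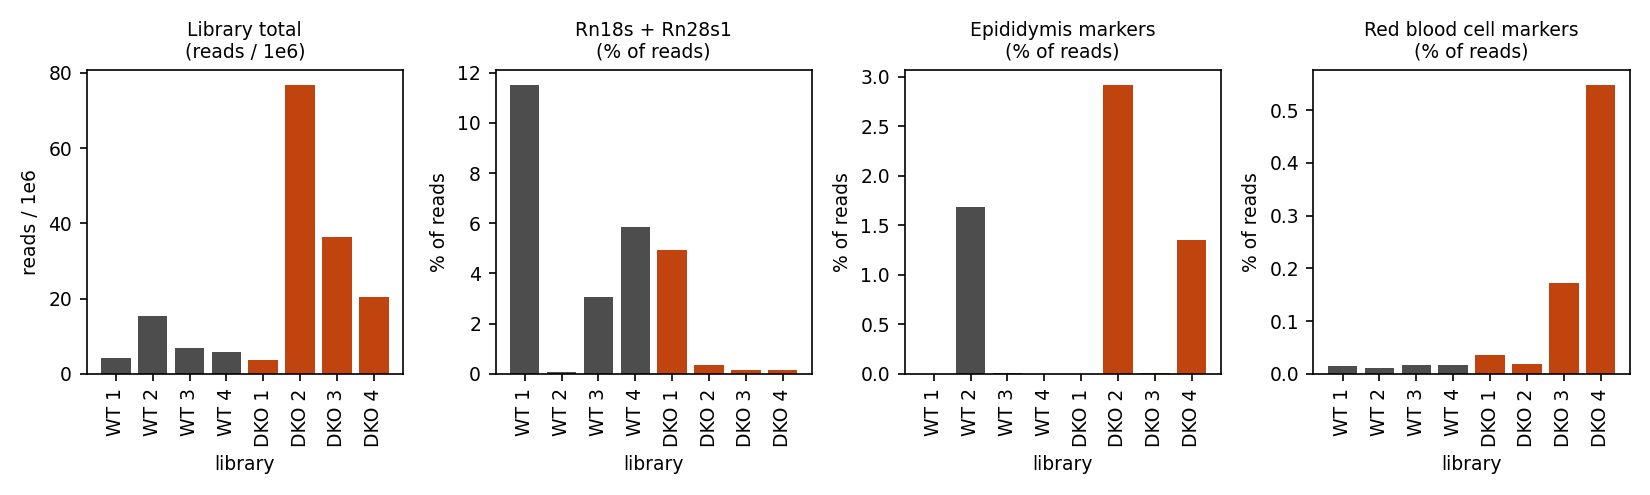
Library totals (reads, divided by 1e6 on the axis) and the percent of reads from ribosomal RNA genes, epididymis markers and red blood cell markers, 1 bar per library (WT grey, knockout orange). WT replicate 2 and knockout replicates 2 and 4 carry over 1% of epididymis reads, and ribosomal RNA exceeds 1% in WT replicates 1, 3 and 4 and knockout replicate 1.

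No row named a miR-181 transcript, so the deletion itself was not measured. Nr6a1, a nuclear receptor gene that hosts one of the miR-181 loci, stood at 1.53 ± 0.71 in WT and 2.42 ± 1.09 in knockout, a difference of 0.89 ± 0.56 (limma adjusted p = 0.236) that does not check the deletion. It passed without knockout replicate 1 (1.43, adjusted p = 0.0193). Within the classes of ribosomal RNA the Nr6a1 difference was −0.48 and 0.67, so its direction was not the same in both.

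The knockout tissue differed from WT across much of the measured transcriptome. Of 13797 tested genes, 3137 were higher and 2216 lower in the knockout at an adjusted p under 0.05 in limma, together 38.8%. Changes of at least 2-fold were seen for 1432 higher and 1181 lower genes, and at least 4-fold for 227 higher and 430 lower genes. The 4 knockout values did not overlap the 4 WT values in 37.4% of tested genes, where chance gives 2.86%. The median change of all tested genes was 0.18 on the total-scaled values, so list medians are also given relative to it. Centring each library on its median gave 2444 higher and 2825 lower genes, and quantile normalization 2389 and 2647. The higher genes thus made up 58.6% of calls with total scaling, 46.4% with centring and 47.4% with quantile normalization. Of 37 gene lists tested with camera, 9 were higher and 9 lower at the preset correlation. With an estimated correlation 0 were higher and 1 lower, against 0 and 4 at an unadjusted p under 0.05, and with fry 11 were higher and 10 lower.

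The largest rises among genes with no overlap between the groups included several products of fat cells and plasma proteins. Cfd, the adipocyte-secreted complement factor adipsin, rose from 6.52 ± 0.26 to 11.71 ± 1.59, a change of 5.19 ± 0.66 (adjusted p = 0.000434). Retn, encoding the adipocyte hormone resistin, rose by 4.07 ± 0.41, and Adrb3, the beta-3 adrenergic receptor of adipocytes, by 4.21 ± 0.45. The metalloproteinase inhibitor Timp4 rose by 4.71 ± 0.37, the cytochrome P450 Cyp2e1 by 5.12 ± 0.59 and angiotensinogen (Agt) by 3.61 ± 0.49. Acsm3, a medium-chain acyl-CoA synthetase, had the largest fitted rise among them, 5.48 ± 0.84, from 16 reads over the 4 WT libraries to 3687 over the 4 knockout libraries. Albumin (Alb, 4.44), the orosomucoid Orm3 (4.82) and the claudin Cldn22 (4.24) had 36, 6 and 7 WT reads, so the fitted changes of all 4 genes, and the rank of Acsm3, depend on the 0.5 read added to each count. Orm3 belongs to a family of near-identical genes, and its counts are uncertain for that reason.

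The largest falls included several genes of phagocytes. Mmp12, the macrophage metalloelastase, fell from 11.96 ± 0.23 to 6.87 ± 1.10, a change of −5.10 ± 0.47 (adjusted p = 8.82e-05). Spp1, encoding osteopontin, changed by −4.75 ± 0.21, the transmembrane glycoprotein gene Gpnmb by −4.36 ± 0.41 and the myeloid C-type lectin Clec4d by −4.81 ± 0.24. The clade B serpins Serpinb9b and Serpinb1c changed by −6.33 ± 0.40 and −5.72 ± 0.55. Both have near-identical paralogs and are uncertain, and Serpinb1c had 28 knockout reads. Hmga2, a chromatin protein gene, changed by −4.39 ± 0.24, the myosin heavy chain Myh15 by −4.41 ± 0.54 and Vsig8 by −4.61 ± 0.76. Dnmt3aos changed by −4.49 ± 1.14 (adjusted p = 0.0133) and lost its call with the ribosomal RNA class as a covariate (adjusted p = 0.0505). Its lowest knockout library, replicate 4, held 0 reads (−5.35). The size of its fitted change, and its rank, therefore depend on the 0.5 read added to each count. With 1 library left out the Dnmt3aos change ran from −5.21 to −3.24. It is an antisense transcript, and the strand setting of the counting is not given in the sources used here.

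**Figure D2:**
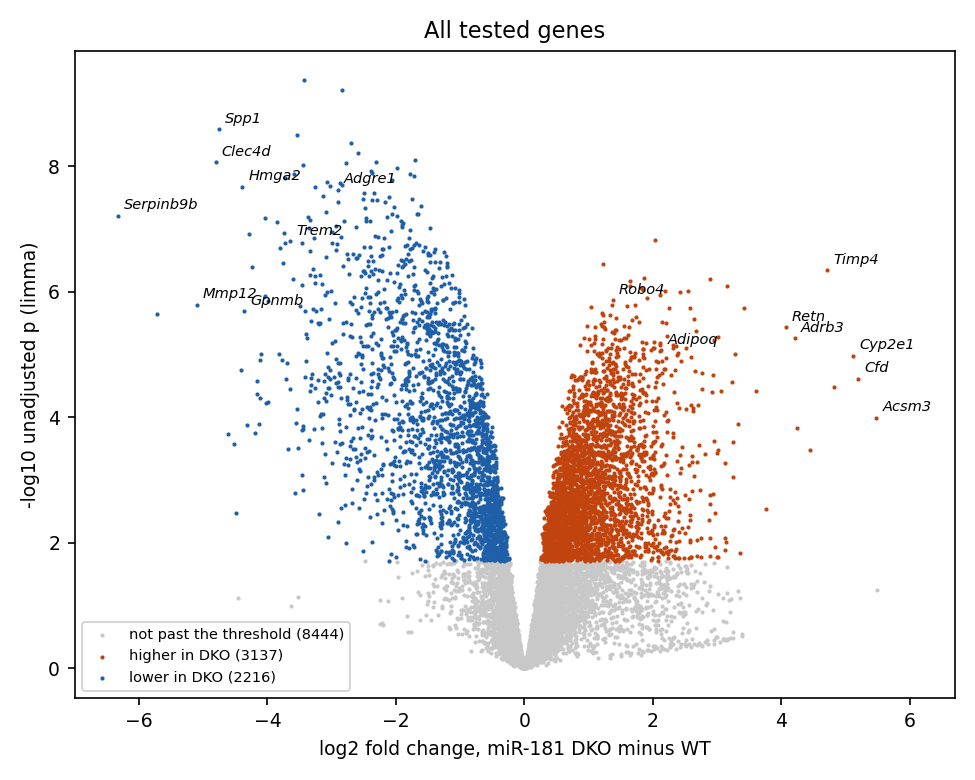
Each point is 1 of 13797 tested genes, with the log2 fold change (knockout minus WT) on the x axis and −log10 of the unadjusted limma p on the y axis. Genes past the threshold are orange (3137 higher) or blue (2216 lower), with Spp1 and Clec4d far to the left and Cfd and Cyp2e1 far to the right.

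Macrophage transcripts fell together. Of 22 tested pan-macrophage markers, 21 fell and none rose, also adjusted over the list alone. Their median change was −2.23 (−2.41 relative to the median of all genes), which corresponds to a 4.69-fold lower level. The camera test with the preset correlation gave an adjusted p of 7.07e-19, and the call was lost with an estimated correlation (adjusted p = 0.109). Adgre1, encoding the macrophage surface protein F4/80, fell from 9.38 ± 0.04 to 6.47 ± 0.35, a change of −2.90 ± 0.16 (adjusted p = 1.26e-05). The lysosomal scavenger receptor Cd68 changed by −3.24 ± 0.30, the signalling adaptors Tyrobp and Fcer1g by −2.78 ± 0.14 and −2.49 ± 0.14, and Ms4a7 by −3.13 ± 0.18. Within the classes of ribosomal RNA the list median was −1.84 and −2.23.

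Markers of lipid-associated macrophages, which gather around dying fat cells in obese tissue, were also lower. Of 22 tested, 19 fell and 1 rose, with the same counts adjusted over the list alone, and the median was −3.30 (−3.48 relative). The preset camera test gave an adjusted p of 2.69e-13, against an adjusted p of 0.299 with an estimated correlation. Itgax, encoding CD11c, fell from 8.95 ± 0.09 to 5.24 ± 1.15 and Trem2, a lipid receptor, from 8.47 ± 0.20 to 4.83 ± 0.57. The protease Ctsk changed by −3.73 ± 0.20 and the lysosomal nuclease Dnase2a by −2.06 ± 0.13. The member that rose, Acp5, a tartrate-resistant acid phosphatase, changed by 0.62 ± 0.13 and was picked out after its values were seen. The within-class medians were −2.46 and −3.51.

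Markers of resident, M2-type macrophages went both ways. Of 17 tested, 8 rose and 4 fell, also adjusted over the list alone, and the list did not pass (median 0.65, camera adjusted p = 0.639). Its median was 0.41 without knockout replicate 3, 0.30 with quantile normalization, 0.43 with a filter at 2, and 0.16 and 0.69 within the classes. The lectins Mgl2 and Cd209d rose by 2.20 ± 0.22 and 1.85 ± 0.21. The mannose receptor Mrc1 fell from 8.99 ± 0.03 to 7.67 ± 0.29 and the folate receptor Folr2 changed by −2.01 ± 0.21.

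**Figure D3:**
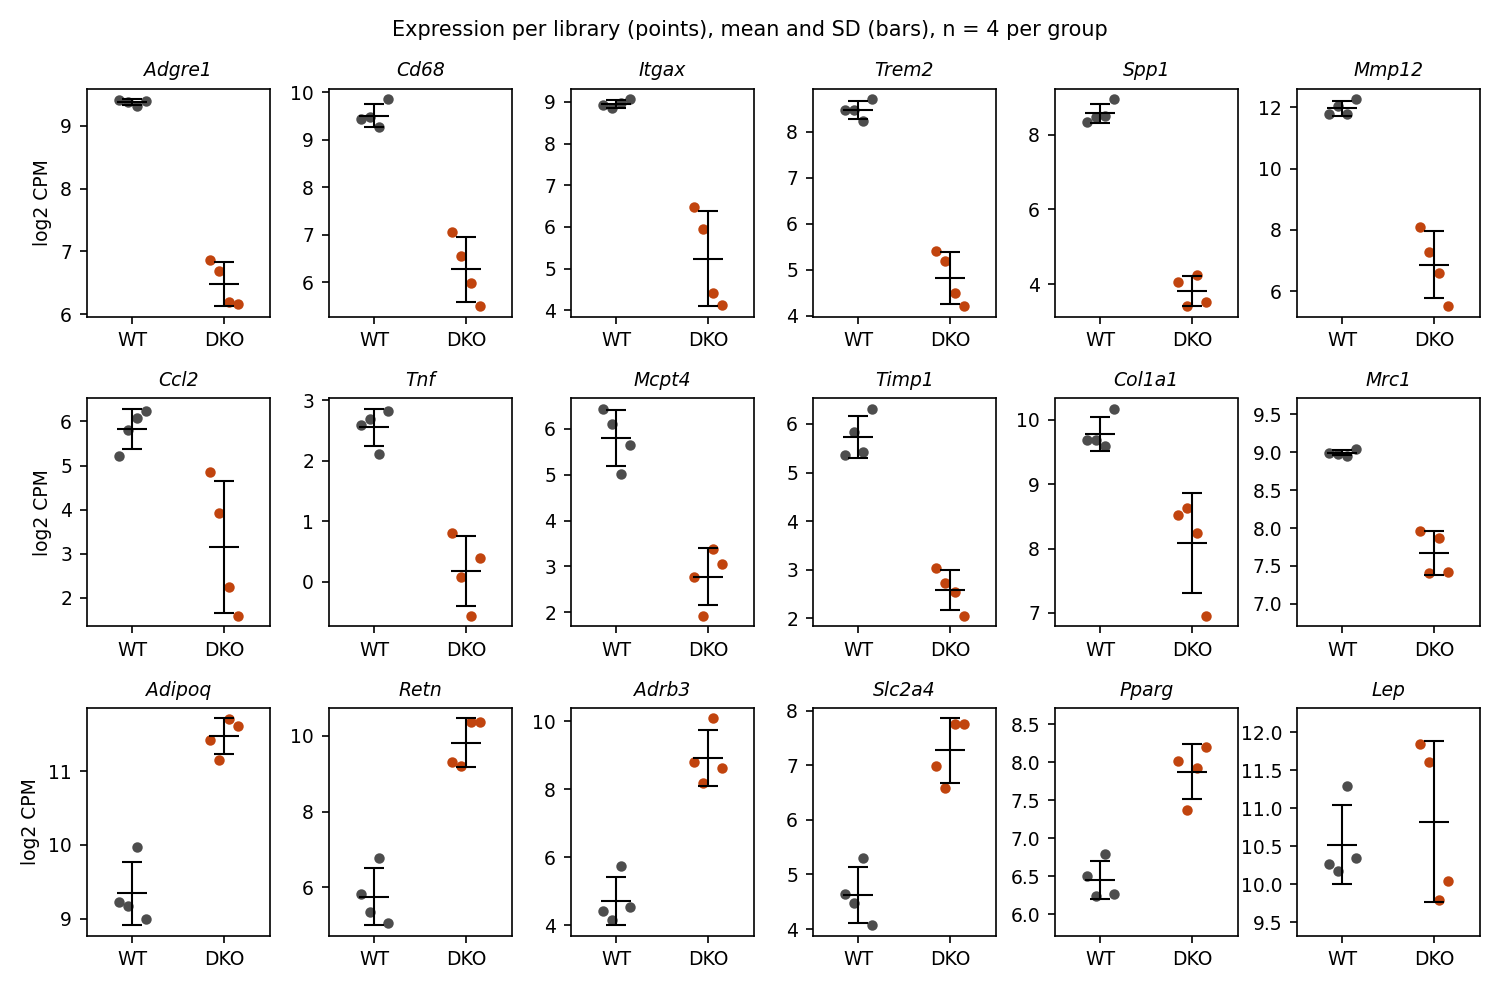
Log2 CPM of 18 genes in each library (points), with the group mean and SD (bars), 4 WT (grey) and 4 knockout (orange) libraries per panel. The macrophage genes Adgre1, Cd68, Itgax, Trem2, Spp1 and Mmp12 lie lower in every knockout library, and Adipoq, Retn, Adrb3, Slc2a4 and Pparg lie higher, while Lep overlaps.

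Lysosomal genes fell as a group, with 29 of 31 lower, also adjusted over the list alone. The median was −1.40 (−1.58 relative; camera adjusted p = 4.4e-19, and adjusted p = 0.231 with an estimated correlation). The protective protein Ctsa, the hexosaminidase subunit Hexa and the cholesterol exporter Npc1 changed by −1.69 ± 0.12, −1.71 ± 0.12 and −1.50 ± 0.11. Several list members, Ctsk and Cd68 among them, are also macrophage markers. The within-class medians were −1.48 and −1.42. All 28 tested cell cycle genes fell, also adjusted over the list alone, with a median of −2.43 (−2.61 relative; camera adjusted p = 1.26e-16, and adjusted p = 0.437 with an estimated correlation). The replication licensing genes Mcm6, Mcm5 and Mcm3 changed by −1.46 ± 0.11, −1.93 ± 0.19 and −1.45 ± 0.15, and the ribonucleotide reductase subunit Rrm2 by −2.54 ± 0.24. For the cell cycle list the within-class medians were −1.69 and −2.55.

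Inflammatory cytokines, chemokines and NF-kB targets were lower. Of 31 tested, 15 fell (18 adjusted over the list alone) and none rose, with a median of −0.77 (−0.95 relative). This list passed with the preset correlation (camera adjusted p = 4.1e-07) and with an estimated correlation (adjusted p = 0.0334). The estimate was −0.009 for this list, against 0.234 and 0.387 for the pan-macrophage and lipid-associated macrophage lists. Those lists had lower medians (−2.23 and −3.30), so passing here does not mark a larger fall. The cytokine gene Tnf fell from 2.55 ± 0.31 to 0.17 ± 0.58, a change of −2.38 ± 0.35. The chemokines Ccl2, Ccl3 and Ccl9 changed by −2.68 ± 0.64, −3.99 ± 0.36 and −2.68 ± 0.28, and the receptor Tlr2 by −1.11 ± 0.13. Il6 lay under the filter and was not tested in the main fit, with levels of 0.16 ± 0.19 in WT and −2.40 ± 0.60 in knockout. With no filter its change was −2.56 ± 0.48 (adjusted p = 0.00374). The inflammatory list had within-class medians of −0.74 and −0.84.

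Of 31 interferon-stimulated genes, 5 fell, also adjusted over the list alone, among them the antiviral oligoadenylate synthetase family members Oas1a, Oasl1 and Oas3 (−1.84 ± 0.22, −2.08 ± 0.25 and −1.55 ± 0.34) and the RNA sensor Dhx58 (−0.78 ± 0.19). The list median was only −0.18 (−0.36 relative; camera adjusted p = 0.0146, and adjusted p = 0.731 with an estimated correlation), and within the classes it was −0.41 and 0.06. With fry the list did not pass (adjusted p = 0.319). The list call ended without WT replicate 3 (median −0.0033, adjusted p = 0.36) or knockout replicate 2 (median −0.0965, adjusted p = 0.0884), with array weights (median −0.11, adjusted p = 0.0915) and with the ribosomal RNA class as a covariate (adjusted p = 0.0901). Dhx58 lost its call in the 5 libraries with under 1% epididymis reads, where its change was −0.61 (adjusted p = 0.113).

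Mast cell transcripts fell in 8 of 11 tested genes, also adjusted over the list alone, with a median of −2.68 (−2.86 relative; camera adjusted p = 0.0012, and adjusted p = 0.626 with an estimated correlation). The mast cell proteases Mcpt4, Cma1, Tpsb2 and Cpa3 changed by −3.02 ± 0.37, −2.88 ± 0.44, −2.76 ± 0.38 and −3.01 ± 0.41. Mast cell medians within the classes were −2.87 and −2.83. In the MHC class II presentation list 5 of 14 fell, also adjusted over the list alone (median −0.57, −0.74 relative; camera adjusted p = 0.000624, and adjusted p = 0.626 with an estimated correlation). These were processing enzymes and co-stimulators such as the lysosomal reductase Ifi30 (−2.40 ± 0.17), the protease Ctss (−3.10 ± 0.27) and Cd80 (−1.83 ± 0.26), with the peptide loader H2-DMb1 at −1.17 ± 0.32. H2-DMb1 lost its call with the ribosomal RNA class as a covariate (adjusted p = 0.0661). For MHC class II the within-class medians were −0.26 and −0.67, and the list median was −0.31 without knockout replicate 4 (camera adjusted p = 0.00286).

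Lymphocyte lists did not pass with camera, and the B cell list passed downward with fry. None of 16 tested T cell markers rose and 2 fell, also adjusted over the list alone. The list median was 0.75, the mean 0.38, and within the classes the median was 0.48 and 0.16 (camera adjusted p = 0.731). It was 0.24 with quantile normalization, and 0.44 both with the log2(CPM + 1) transform and with the ribosomal RNA class as a covariate. The 2 that fell were the interleukin-7 receptor Il7r (−3.47 ± 0.29) and the co-stimulatory receptor Cd28 (−1.03 ± 0.24). Cd28 lost its call with reads thinned to the smallest library (−0.89, adjusted p = 0.077) and in the 5 libraries with under 1% epididymis reads, where its change was −1.08 (adjusted p = 0.076). Cd247, a T cell receptor subunit, and the adhesion receptor Cd2 differed by 0.98 ± 0.36 and 0.75 ± 0.29 without passing, and Cd247 passed without WT replicate 3 (1.17, adjusted p = 0.0493) and with the epididymis level as a covariate (1.04, adjusted p = 0.0466). Of 13 B cell markers, 1 rose and 3 fell, also adjusted over the list alone (camera adjusted p = 0.337, fry adjusted p = 0.0434 downward; the median was 0.09 and the mean −0.35). The transcription factor Ebf1, which adipocytes also express, rose by 1.32 ± 0.22, and the receptors Cd72, Cd22 and Fcrl1 changed by −3.58 ± 0.19, −2.36 ± 0.24 and −1.96 ± 0.45. The regulatory T cell list had 4 tested members, too few for a list test, of which Ikzf2 rose by 1.31 ± 0.30, also adjusted over the list alone. Among members under the filter, picked out after their values were seen, the lineage factor Foxp3 and the receptor Klrg1 rose with no filter by 3.04 ± 0.63 (adjusted p = 0.00594) and 2.46 ± 0.62 (adjusted p = 0.015), and the cytokine Il10 changed by −2.74 ± 0.51 (adjusted p = 0.0034). Foxp3 and Klrg1 had 4 and 7 WT reads against 193 and 236 knockout reads, so the sizes of their fitted changes depend on the 0.5 read added.

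Other leukocyte lists did not pass with camera either, while the neutrophil list passed downward with fry. Of 17 dendritic cell markers 1 rose and 3 fell, also adjusted over the list alone (camera adjusted p = 0.287), with the lectin Cd209a at 1.48 ± 0.28, Cd83 at −2.04 ± 0.21 and the transcription factor Irf8 at −1.61 ± 0.22. Of 11 neutrophil markers 1 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.108, fry adjusted p = 0.0189; the median was −0.53). The gelatinase Mmp9 rose by 2.22 ± 0.34, and the lectins Clec4d and Clec4e fell, Clec4e by 1.77 on the log2 scale. Of 7 markers of type 2 immunity 1 rose and 1 fell, also adjusted over the list alone (camera adjusted p = 0.595; fry, which asks whether members move one way on balance, gave a downward direction and an adjusted p of 0.168 while the median was 0.13). The eosinophil chemokine receptor Ccr3 changed by −3.41 ± 0.43 and the cytokine receptor Il17rb by 2.28 ± 0.67. Il17rb lost its call without WT replicate 1, 3 or 4 or knockout replicate 2 or 3 (adjusted p from 0.0505 to 0.0689) and with the ribosomal RNA class as a covariate, where its change was 1.36 (adjusted p = 0.0641). Of 10 NK and cytotoxic markers 1 fell, and none passed adjusted over the list alone (camera adjusted p = 0.639). That gene, the granule protease Gzmb (−1.12 ± 0.37), lost its call without any 1 library other than knockout replicate 1 (adjusted p from 0.0573 to 0.0905), with the ribosomal RNA class as a covariate (−1.14, adjusted p = 0.0785) and in the 5 libraries with under 1% epididymis reads (−1.28, adjusted p = 0.129).

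Genes of extracellular matrix and fibrosis fell in 17 of 36 cases, also adjusted over the list alone, with a median of −0.87 (−1.04 relative; camera adjusted p = 3.36e-08, and adjusted p = 0.58 with an estimated correlation). The matrix proteases Mmp2 and Mmp14 changed by −2.06 ± 0.11 and −1.28 ± 0.10, the inhibitor Timp1 by −3.14 ± 0.26 and the growth factor Tgfb1 by −1.47 ± 0.14. The fibrillar collagen gene Col1a1 fell from 9.78 ± 0.26 to 8.09 ± 0.77. Within the classes the list median was −0.31 and −0.95. Adipocyte progenitor and fibroblast markers went both ways, with 4 of 22 higher and 5 lower, also adjusted over the list alone (camera adjusted p = 0.337). The glypican Gpc3 rose by 1.61 ± 0.27, and Anxa3, Mfap5 and Thy1 changed by −1.09 ± 0.15, −1.48 ± 0.26 and −1.03 ± 0.18.

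Adipocyte transcripts rose together. Of 28 genes of adipocyte identity and the lipid droplet, 24 rose and none fell over all genes tested, and 24 rose and 1 fell adjusted over the list alone. The median change was 1.87 (1.69 relative; camera adjusted p = 1.58e-08, and adjusted p = 0.493 with an estimated correlation). Adipoq, encoding adiponectin, rose from 9.34 ± 0.43 to 11.47 ± 0.24, a change of 2.13 ± 0.24 (adjusted p = 0.00023). The adipogenic nuclear receptor Pparg rose by 1.43 ± 0.19, the insulin-regulated glucose transporter Slc2a4 by 2.65 ± 0.33, Pck1 of glyceroneogenesis by 3.41 ± 0.32 and Nnat by 3.16 ± 0.27. Leptin (Lep) differed by 0.30 ± 0.50 (adjusted p = 0.656), and this difference was −0.18 with array weights and −0.04 without knockout replicate 1. Within the classes the list median was 1.83 and 2.06. Of the 4 knockout libraries, 3 belong to the class with less ribosomal RNA, as does 1 WT library, and 2 held over 1% epididymis reads.

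Genes of lipid and mitochondrial metabolism were higher too. The medians of these lists, from 0.58 to 1.06, lay under the 1.87 of the adipocyte list. For these lists a larger share of adipocyte RNA was not told apart from a change within cells. In fatty acid and triglyceride synthesis 15 of 28 rose and 1 fell (18 and 1 adjusted over the list alone), with a median of 1.06 (0.88 relative; camera adjusted p = 7.4e-05, and adjusted p = 0.493 with an estimated correlation). The lipogenic regulator Thrsp rose by 2.55 ± 0.22, the acetoacetyl-CoA synthetase Aacs by 2.11 ± 0.23, the acyltransferases Gpam and Mogat1 by 1.36 ± 0.15 and 2.52 ± 0.28, and fatty acid synthase (Fasn) by 1.20 ± 0.27. The desaturase Scd1 differed by 1.66 ± 0.60 (adjusted p = 0.0551) and passed without knockout replicate 4 (2.23, adjusted p = 0.00318) and under 8 other settings (adjusted p from 0.0208 to 0.0465). The pentose phosphate enzyme Pgd, picked out afterwards as the member that fell, changed by −0.42 ± 0.10, and by the same −0.42 without passing in the 5 libraries with under 1% epididymis reads (adjusted p = 0.119). Within the classes the median was 0.91 and 0.86. In lipolysis and beta-adrenergic signalling 15 of 20 rose (16 adjusted over the list alone) and none fell. Their median was 1.04 (0.86 relative; camera adjusted p = 6.7e-06, and adjusted p = 0.493 with an estimated correlation), and within the classes it was 1.20 and 1.18. The lipases Pnpla2 and Lipe rose by 2.02 ± 0.22 and 1.87 ± 0.25 and the fatty acid receptor Ffar4 by 2.02 ± 0.30.

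In fatty acid oxidation 18 of 24 genes rose and 1 fell (20 and 1 adjusted over the list alone), with a median of 0.70 (0.52 relative; camera adjusted p = 0.000231, and adjusted p = 0.648 with an estimated correlation). The regulator Ppara rose by 2.18 ± 0.33 and the enzymes Eci1, Hadh and Ehhadh by 1.64 ± 0.26, 1.08 ± 0.17 and 1.48 ± 0.24. The member that fell, the carnitine palmitoyltransferase Cpt1a (−0.92 ± 0.21), was picked out afterwards. In the TCA cycle and branched-chain amino acid catabolism 29 of 33 rose (30 adjusted over the list alone) and none fell. Their median was 1.01 (0.83 relative; camera adjusted p = 1.58e-08, and adjusted p = 0.626 with an estimated correlation). Aldh6a1, Ivd, Pccb and Pcca, enzymes of branched-chain and propionate catabolism, rose by 2.05 ± 0.25, 2.09 ± 0.29, 1.55 ± 0.20 and 1.26 ± 0.18. Of 56 oxidative phosphorylation genes 30 rose (33 adjusted over the list alone) and none fell, with a smaller median of 0.58 (0.40 relative; camera adjusted p = 1.2e-05, and adjusted p = 0.731 with an estimated correlation). The list did not pass with fry (adjusted p = 0.0577). Its medians above the WT mean were 0.94 and 0.91 in knockout replicates 3 and 4 but 0.17 and 0.33 in knockout replicates 1 and 2. Knockout replicate 1 thus lay below WT replicate 2, at 0.20. The complex I subunits Ndufv1, Ndufab1 and Ndufb9 rose by 1.06 ± 0.23, 0.85 ± 0.19 and 0.83 ± 0.19 and the cytochrome oxidase subunit Cox8a by 1.03 ± 0.23. Within the classes the medians were 0.57 and 0.78 for fatty acid oxidation, 0.73 and 1.16 for the TCA list, and 0.22 and 0.53 for oxidative phosphorylation.

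The brown and beige adipocyte list did not move one way, with 4 of 16 higher and 3 lower, also adjusted over the list alone (camera adjusted p = 0.703). Ppara and the coactivator Ppargc1a (1.99 ± 0.45) rose, and the deiodinase Dio2 and the proton channel Otop1 changed by −2.80 ± 0.54 and −3.11 ± 0.64. Ppargc1a lost its call with voom on the whole reads (adjusted p = 0.0848). Ucp1, the uncoupling protein of brown fat, lay under the filter at −0.80 ± 0.94 in WT and −1.71 ± 1.56 in knockout. In the insulin signalling list 13 of 25 rose and 3 fell (14 and 7 adjusted over the list alone), and the list did not pass with camera (adjusted p = 0.334) but passed upward with fry (adjusted p = 0.0186). The insulin receptor Insr and the transcription factor Foxo1 rose by 1.13 ± 0.15 and 1.22 ± 0.13, and Ptpn1, a phosphatase acting on the insulin receptor, changed by −1.01 ± 0.12.

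Vascular and mesothelial transcripts were higher in the knockout. Of 21 endothelial markers 20 rose (21 adjusted over the list alone) and none fell, with a median of 1.09 (0.91 relative; camera adjusted p = 2.05e-08, and adjusted p = 0.493 with an estimated correlation). The endothelial receptors Robo4 and Tie1 rose by 1.37 ± 0.12 and 1.23 ± 0.12, the tight junction protein Cldn5 by 1.37 ± 0.14 and Gpihbp1, which carries lipoprotein lipase across capillaries, by 1.28 ± 0.16. Of 15 smooth muscle and pericyte markers 9 rose and none fell, also adjusted over the list alone (median 1.16, 0.99 relative; camera adjusted p = 0.00639, and adjusted p = 0.626 with an estimated correlation). Abcc9, Higd1b, Notch3 and Rgs5 rose by 1.09 ± 0.18, 1.64 ± 0.34, 0.70 ± 0.16 and 0.90 ± 0.24, and Rgs5 lost its call without WT replicate 4 (adjusted p = 0.0504), with centring (adjusted p = 0.0554) and with voom on the whole reads (adjusted p = 0.0847). Of 15 mesothelial markers 7 rose (11 adjusted over the list alone) and none fell, with a median of 1.24 (1.07 relative; camera adjusted p = 0.00582, and adjusted p = 0.648 with an estimated correlation). Upk3b and mesothelin (Msln) rose by 1.48 ± 0.31 and 0.93 ± 0.24, Rspo1 by 1.52 ± 0.41 and Krt19 by 2.18 ± 0.63. Rspo1 lost its call without WT replicate 4 (adjusted p = 0.0505) and with the ribosomal RNA class as a covariate (adjusted p = 0.0622). Krt19 lost its call without WT replicate 1, 3 or 4 or knockout replicate 3 or 4 (adjusted p from 0.0509 to 0.0663). Within the classes the medians were 0.93 and 1.19 for endothelial, 0.97 and 1.38 for smooth muscle and 0.71 and 1.03 for mesothelial markers. Knockout replicates 3 and 4, which carried the most red blood cell reads, also had the highest mesothelial medians, 1.54 and 2.16 above the WT mean. Knockout replicate 4 had the highest smooth muscle median as well, 2.39, against 0.78, 1.13 and 0.77 in knockout replicates 1, 2 and 3.

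**Figure D4:**
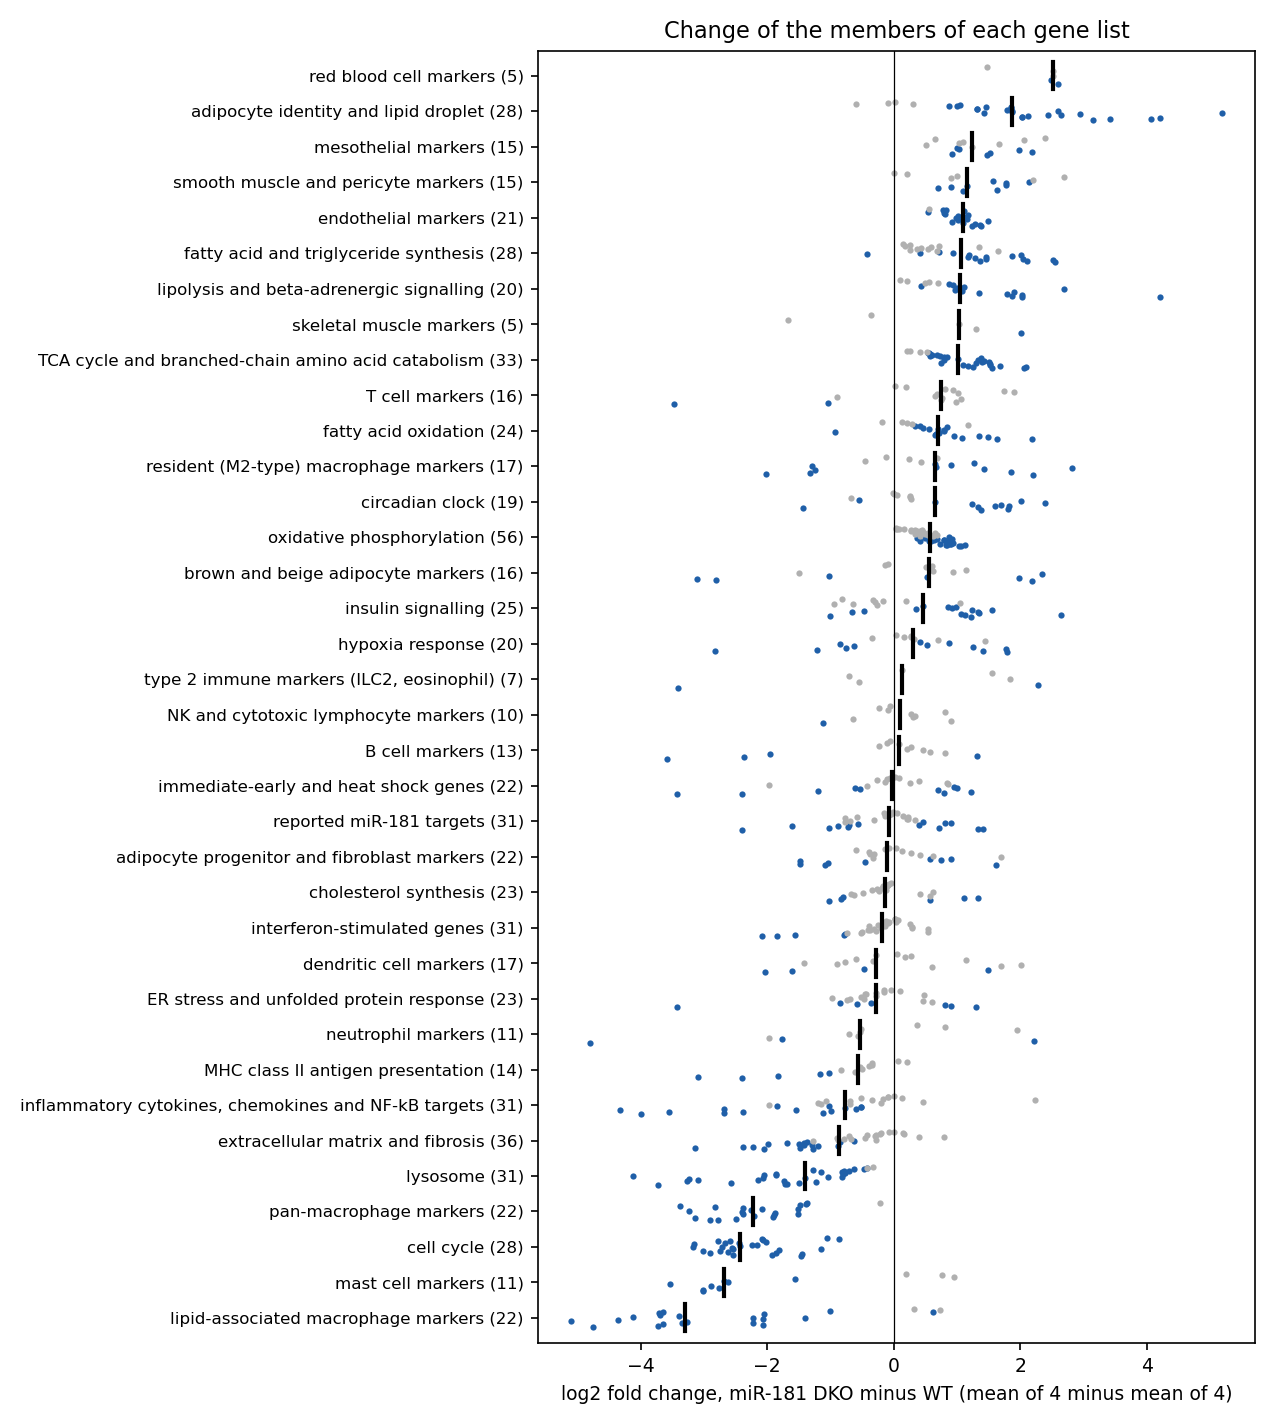
Log2 fold change (knockout minus WT) of each tested member of the gene lists with at least 5 tested members, the epididymis list left out, with blue points past the threshold, grey points not, a black bar at the list median and the number tested in parentheses. Lipid-associated macrophage markers have the lowest median, −3.30, and adipocyte identity genes stand at 1.87, under the red blood cell median of 2.51.

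Messenger RNAs that could pair with the miR-181 seed were compared with the rest, since their level could be read where the microRNA itself could not. Of 12862 tested genes with an annotated 3′ UTR, 2370 held the heptamer TGAATGT, which matches bases 2 to 8 of miR-181. Any miR-181 left by the deletion of unnamed loci would still pair with it. Their mean change was 0.10, against 0.18 for the 10492 genes without it, a difference of −0.07 (camera p = 0.504, and p = 0.797 with an estimated correlation). This difference turned to 0.0112 with the ribosomal RNA class as a covariate and was −0.123 without knockout replicate 1 and −0.0461 without knockout replicate 4. Among 210 heptamers of the same base composition this difference ranked 80 from the top. UTRs with the site were longer, with a median of 2409 bases against 962.5. After adjustment for UTR length and GC content the difference was 0.0096, rank 99 of 210. Of the genes with a site 21.8% were higher and 17.7% lower, against 23.1% and 16.1% of those without. In a list of 31 tested genes reported as miR-181 targets, 7 rose and 7 fell, also adjusted over the list alone (camera adjusted p = 0.287). Hexokinase 2 (Hk2) and the metalloproteinase inhibitor Timp3 rose by 1.41 ± 0.17 and 1.34 ± 0.17. The immediate-early transcription factor Fos fell from 6.65 ± 0.14 to 4.25 ± 0.19, and the TGF-beta receptor Tgfbr1 changed by −1.02 ± 0.14.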

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

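The tests of the splits were chosen beforehand, and the tests of depth, ribosomal RNA, epididymis and immune cells were chosen only after the results were seen.

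Within the groups of 4 libraries, 376 sets of values were checked for a library far from the other 3, and 17 stood out by Dixon's ratio, where chance alone gives about 18.8. WT replicate 4 was highest for Hmga2 (ratio 0.873), Cd72 (0.881), Gzmb (0.91), Col1a1 (0.841) and Rrm2 (0.845) and lowest for Ppargc1a (0.931). WT replicate 3 was highest for Lep (0.848) and Ehhadh (0.846), for the inflammatory list (0.887) and for the interferon-stimulated list (0.921). WT replicate 1 was lowest for Mcm6 (0.831) and Msmo1 (0.862). Knockout replicate 3 was highest for Oas1a (0.836) and Dhx58 (0.851), and knockout replicate 4 for Mmp14 (0.88). The ribosomal RNA share of knockout replicate 1 (4.94%) lay far above those of the other knockout libraries (0.960), and the epididymis share of WT replicate 2 (1.68%) far above those of the other WT libraries (0.997).

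The first pattern is the fall of the macrophage lists with the rise of the adipocyte list, followed here through the median of the lipid-associated macrophage list, −3.30 in the main comparison. Unequal depth would bring it close to 0 once reads were thinned to the smallest library, and it was −3.33. The ribosomal RNA class would bring it close to 0 once fitted as a covariate, and it was −3.03 (camera adjusted p = 3.76e-12 at the preset correlation). In the main comparison the list did not pass camera with an estimated correlation (adjusted p = 0.299). Carried-over epididymis would remove the list median without the 3 libraries that held over 1% of such reads, and it was −3.09. A loss of immune cells of every kind would lower T cell markers as much, and their median was 0.75, but mast cell markers were lower too (median −2.68). The B cell and neutrophil lists passed downward with fry but not with camera (adjusted p = 0.337 and 0.108). Their medians were 0.09 and −0.53, and each list had a member that rose, so they do not settle whether B cells or neutrophils fell. An uneven shift among immune cells, seen in macrophage and mast cell markers, beside more adipocyte RNA may be a biological effect of the genotype. Litter, housing and body weight stay open and untested.

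The second pattern is the unequal share of epididymis markers. Tissue of the epididymis taken with the fat would raise all markers in the same libraries, and 21 of 21 markers were highest in WT replicate 2 among the WT libraries but 17 of 21 in knockout replicate 2 among the knockout libraries, short of the 19 set for each group. Gpx5 reached 0.601% of reads there, 1.02% in knockout replicate 2 and 0.39% in knockout replicate 4. An effect of genotype would place every knockout library above every WT library, and the median marker of knockout replicate 1 lay 10.61 log2 units below WT replicate 2 (difference −10.61). The count in the knockout group cannot decide this, since replicates 2 and 4 both held over 1% of such reads and could share the highest values. The list median stood 7.26, 7.93 and 7.07 above the WT mean in WT replicate 2 and knockout replicates 2 and 4. In the other 5 libraries of the same tissue it was −0.80 or lower, and the list took at most 0.00739% of reads. Dissection carry-over in those 3 libraries stays open as a candidate explanation.

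The 8 libraries can be split 4 against 4 in 35 ways. For the number of genes past the threshold 1 of the 35 splits, the real one, gave as many (5353), and the highest of the others gave 649. That other split put WT replicates 1, 3 and 4 with knockout replicate 1, which is the ribosomal RNA class. The share of 0.0286 for the real split is the smallest that 35 splits can give. It makes chance less likely for this count but does not exclude it. For the number of lists past the threshold at the preset correlation 11 of the 35 splits gave at least the real 18, and the highest other gave 22, so chance cannot be excluded for the number of lists. For the seed difference 13 of the 35 splits gave a value as far from 0 as the real 0.0723, the highest other being 0.161, and chance cannot be excluded. In single lists, examined afterwards, the real split alone gave the largest median for pan-macrophage (highest other 1.27), lipid-associated macrophage (2.07), lysosome (0.80), cell cycle (1.60), adipocyte identity (1.35) and endothelial markers (0.74). The share of such splits was 0.0286, the smallest this design can give, and 3 splits gave as large a median for MHC class II, 2 for oxidative phosphorylation and 20 for the interferon-stimulated list. The real split alone was also largest for some lists that did not pass with camera. Among these were T cell (0.75, highest other 0.55), resident macrophage (0.65, highest other 0.47) and hypoxia genes (0.30, highest other 0.27). This measure therefore does not separate lists that passed from lists that did not.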

How the results depend on the processing

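The counts of higher and lower genes stayed within 1.5 times of the main counts under every alternative run. Among the alternatives other than leaving out 1 library, higher genes ran from 2113 (without the 3 epididymis libraries) to 4428 (array weights) and lower genes from 1711 (without the same libraries) to 2964 (voom on the whole reads). Leaving out 1 library at a time gave 2143 to 4075 higher genes, 1860 to 2297 lower genes, 9 to 10 higher lists and 8 to 10 lower lists, and seed differences from −0.1227 to −0.0461. The list counts changed with the estimated correlation, which left 0 higher lists and 1 lower list. Correlation among members does not explain this alone. For the inflammatory list it was estimated at −0.009, under the preset 0.01, yet the unadjusted camera p rose from 9.97e-08 to 0.000903. What else contributed was not tested. The seed difference turned to 0.0112 with the ribosomal RNA class as a covariate, and the cause was not tested. Leptin turned to −0.1788 with array weights and to −0.044 without knockout replicate 1 (range −0.044 to 0.6441 with 1 library left out), the cause again not tested. Of 152 called genes named here, 134 kept their direction and their call wherever they were tested, and 18 lost the call in at least 1 alternative.

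Samples with the same replicate number did not deviate together in every pair (correlations 0.36, 0.79, 0.24 and −0.36), so the numbers do not pair the samples, and not every sample correlated best with its own number. With the replicate block 3232 genes were higher and 2136 lower, 9 lists higher and 10 lower, and the seed difference was −0.0723. Among named genes the block changed only the calls of Cd247 (adjusted p = 0.0304, past the threshold) and Gzmb (adjusted p = 0.0852, no longer past it). Calls near the threshold that were lost in single alternatives also include Fdft1 with the ribosomal RNA class as a covariate (0.88, adjusted p = 0.0552), Mvk without the epididymis libraries (0.55, adjusted p = 0.108), Msmo1 without WT replicate 4 (adjusted p = 0.0517) and Trib3 with quantile normalization (0.59, adjusted p = 0.0861). Cd2 passed with no variance trend (adjusted p = 0.0257) and with array weights (adjusted p = 0.0419), and Nr6a1 with array weights (adjusted p = 0.0491). Leaving out the 3 libraries with over 1% epididymis reads leaves 5 libraries and 3 residual degrees of freedom, so calls near the threshold can end there with the change kept. Array weights gave knockout replicate 1 the lowest weight, 0.348. Depth limits the low genes: 1 read was worth 0.268 CPM in that library, and genes with few reads there have less certain changes.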

Other observations

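The list tests were fixed beforehand, and the tests of collection time and of cell shares for the clock genes were chosen only after the result was seen.

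Clock genes moved in a split fashion. Of 19 tested, 10 rose and 2 fell, also adjusted over the list alone, with a median change of 0.65 (0.47 relative to the median of all genes), and the list did not pass with camera (adjusted p = 0.11) but passed upward with fry (adjusted p = 0.0169). The output and repressor genes Per3, Tef and Cry2 rose by 1.81 ± 0.23, 1.33 ± 0.25 and 1.37 ± 0.17. The activator Npas2 changed by −1.44 ± 0.21, and its relative Arntl (BMAL1), picked out afterwards, by −0.54 ± 0.18 (adjusted p = 0.0367). Arntl lost its call without WT replicate 1, 2 or 4 or knockout replicate 3 (adjusted p from 0.0555 to 0.0946) and with the ribosomal RNA class as a covariate (adjusted p = 0.0808). Within the ribosomal RNA classes the list median was 0.63 and 0.50, and with a filter at 2 it was 1.24 (camera adjusted p = 0.0764).

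Stress and sterol lists held opposite movements and did not pass with camera or fry. In the hypoxia list 7 of 20 rose and 5 fell (8 and 5 adjusted over the list alone; camera adjusted p = 0.639). The angiogenic factor Vegfa and Hk2 rose by 1.79 ± 0.18 and 1.41 ± 0.17, and the carbonic anhydrase Car9 and the collagen-modifying enzyme Plod2 changed by −2.82 ± 0.29 and −1.21 ± 0.16. Among immediate-early and heat shock genes 5 of 22 rose and 5 fell (5 and 6 adjusted over the list alone; camera adjusted p = 0.402). Here Fos and Atf3 changed by −2.39 ± 0.13 and −3.42 ± 0.32, while the chaperones Dnajb1 and Hspb1 rose by 0.79 ± 0.10 and 1.22 ± 0.17. In the ER stress list 3 of 23 rose and 4 fell (3 and 2 adjusted over the list alone; median −0.28, camera adjusted p = 0.151), with Atf3, also a member, lower and Asns, Trib3 and Herpud1 at 1.30 ± 0.28, 0.91 ± 0.21 and 0.82 ± 0.19. In cholesterol synthesis 3 of 23 rose and 3 fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.287). Mvk and Fdft1 rose by 0.58 ± 0.15 and 1.33 ± 0.36, and Dhcr7 and Msmo1 changed by −1.03 ± 0.16 and −0.82 ± 0.22. Fdft1 lost its call with the ribosomal RNA class as a covariate (0.88, adjusted p = 0.0552), Mvk in the 5 libraries with under 1% epididymis reads (0.55, adjusted p = 0.108), Msmo1 without WT replicate 4 (−0.79, adjusted p = 0.0517) and Trib3 with quantile normalization (0.59, adjusted p = 0.0861).

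Of 5 tested skeletal muscle markers 1 rose (3 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.595, fry adjusted p = 0.0434 upward), Acta1 by 2.01 ± 0.35. Of 5 red blood cell markers 2 rose (4 adjusted over the list alone; camera adjusted p = 0.232). The globin genes Hba-a1 and Hba-a2 differed by 2.59 ± 0.88 and 2.49 ± 0.86. They are near-identical copies and uncertain, and both calls were lost without any 1 library other than knockout replicates 1 and 2 (adjusted p from 0.0665 to 0.113 for Hba-a1 and from 0.0686 to 0.116 for Hba-a2). Other settings ended the call of Hba-a1 in 4 cases (centring, no variance trend, a robust fit and the ribosomal RNA class as a covariate; adjusted p from 0.0522 to 0.131). The same 4 ended that of Hba-a2, as did no filter, quantile normalization and leaving out the ribosomal RNA genes with Lars2 (7 in all, adjusted p from 0.0501 to 0.129).

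The clock pattern, with all 8 of the output genes Per1, Per2, Per3, Dbp, Tef, Hlf, Nr1d1 and Nr1d2 higher and Arntl and Npas2 lower, was not compared with any reference time course here. A different time of day at collection may account for it, but no label gives a time, so it cannot be told apart from an effect of genotype on the clock. A changed share of adipocytes and macrophages would carry Arntl, Npas2 and Clock up with the adipocyte list unless these come largely from macrophages. Their median was −0.54, between the falls of macrophage markers and the rises of adipocyte markers, so it cannot be told apart either.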
